# Global transcriptional regulation of innate immunity by ATF-7 in *C*. *elegans*

**DOI:** 10.1371/journal.pgen.1007830

**Published:** 2019-02-21

**Authors:** Marissa Fletcher, Erik J. Tillman, Vincent L. Butty, Stuart S. Levine, Dennis H. Kim

## Abstract

The nematode *Caenorhabditis elegans* has emerged as a genetically tractable animal host in which to study evolutionarily conserved mechanisms of innate immune signaling. We previously showed that the PMK-1 p38 mitogen-activated protein kinase (MAPK) pathway regulates innate immunity of *C*. *elegans* through phosphorylation of the CREB/ATF bZIP transcription factor, ATF-7. Here, we have undertaken a genomic analysis of the transcriptional response of *C*. *elegans* to infection by *Pseudomonas aeruginosa*, combining genome-wide expression analysis by RNA-seq with ATF-7 chromatin immunoprecipitation followed by sequencing (ChIP-Seq). We observe that PMK-1-ATF-7 activity regulates a majority of all genes induced by pathogen infection, and observe ATF-7 occupancy in regulatory regions of pathogen-induced genes in a PMK-1-dependent manner. Moreover, functional analysis of a subset of these ATF-7-regulated pathogen-induced target genes supports a direct role for this transcriptional response in host defense. The genome-wide regulation through PMK-1– ATF-7 signaling reveals a striking level of control over the innate immune response to infection through a single transcriptional regulator.

## Author summary

Innate immunity is the first line of defense against invading microbes across metazoans. *Caenorhabditis elegans* lacks adaptive immunity and is therefore particularly dependent on mounting an innate immune response against pathogens. A major component of this response is the conserved PMK-1/p38 MAPK signaling cascade, the activation of which results in phosphorylation of the bZIP transcription factor ATF-7. Signaling via PMK-1 and ATF-7 causes broad transcriptional changes including the induction of many genes that are predicted to have antimicrobial activity including C-type lectins and lysozymes. In this study, we show that ATF-7 directly regulates the majority of innate immune response genes upon pathogen infection of *C*. *elegans*, and demonstrate that many ATF-7 targets function to promote pathogen resistance.

## Introduction

Convergent genetic studies of host defense of *Drosophila melanogaster* and mammalian innate immune signaling revealed a commonality in signaling pathways of innate immunity that has helped motivate the study of pathogen resistance mechanisms in genetically tractable host organisms such as *Caenorhabditis elegans* [1]. The simple *C*. *elegans* host has enabled the genetic dissection of integrative stress physiology orchestrating host defense of *C*. *elegans*[2–5]. Genetic analysis of resistance of *C*. *elegans* to infection by pathogenic *Pseudomonas aeruginosa* has defined an essential role for a conserved p38 mitogen-activated protein kinase pathway that acts on a CREB/ATF family bZIP transcription factor, ATF-7, in immune responses [6,7]. A complementary approach to characterizing the host response has been organismal transcriptome-wide characterization of genes induced upon infection by a number of different bacterial pathogens [8–15]. Putative effector genes encoding lysozymes and C-type lectin domain (CTLD)-containing proteins have been identified that have also served as useful markers of immune induction. Here, we report the genome-level characterization of the *C*. *elegans* response to *P*. *aeruginosa* that is mediated by ATF-7 activity downstream of PMK-1 activation, combining RNA-seq analysis of pathogen-induced gene expression with ChIP-seq analysis of ATF-7 binding, which suggests global regulation of the immune response of *C*. *elegans* through a single MAPK- transcription factor pathway.

## Results and discussion

We performed RNA-seq on wild-type (N2), *pmk-1* mutant, or *atf-7* mutant animals exposed to *E*. *coli* OP50 or *P*. *aeruginosa* PA14 to identify genes that are differentially regulated upon infection that also require PMK-1 or ATF-7 for induction (Fig 1A). 

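RNA was collected from N2, *pmk-1(km25)* and *atf-7(qd22qd130)* animals that were grown on *E*. *coli* at 20 °C to the L4 stage and then exposed to OP50 or PA14 for 4 h at 25 °C. Each of the 6 conditions had 3 libraries, each from at least 1000 animals, except for the *atf-7* mutant on PA14, which had 2, for a total of 17 libraries. Paired-end reads were aligned by the authors with STAR to the WormBase ParaSite release 9 genome and quantified with RSEM 1.3.0. They deposited the expected counts of 46760 genes without normalization. In N2, the summed expected counts per library ranged from 25079976 to 31248469 (median 25587196) on OP50 and from 31359625 to 34737499 (median 31489480) on PA14. Libraries of the *pmk-1* mutant ranged from 29610948 to 33241579 (median 33102528) on OP50 and from 26344007 to 35863262 (median 29265968) on PA14. Those of the *atf-7* mutant ranged from 25799908 to 30402337 (median 28494205) on OP50. Its libraries on PA14 held 30299943 and 37812378. Ribosomal RNA genes took 10.7% of the counts in replicate 2 of the *pmk-1* mutant on OP50 and between 0.412% and 2.73% in the other libraries. The expected counts were rounded to whole numbers, and the 16307 genes that passed the filterByExpr filter of edgeR over all 17 libraries (minimum count 10) were tested in every comparison. PA14 was compared with OP50 within each genotype by edgeR's two-sided quasi-likelihood test after TMM normalization, with Benjamini-Hochberg adjustment. A gene was called when it changed at least 2-fold at an adjusted p-value cutoff of 0.05. The authors made their calls with DESeq2 on counts of isoforms summed by transcription start site, which cannot be rebuilt from the deposited counts per gene. Among the mutated genes, *atf-7* had 220 ± 5.5 CPM (counts scaled to library size by TMM; SD, n = 3) in N2 on OP50 and 91.7 ± 7.6 (SD, n = 3) in the *atf-7* mutant on OP50, a log2 fold change of -1.26 (adjusted p = 3.7e-07, edgeR quasi-likelihood test). On PA14, *atf-7* had 243 ± 6.0 CPM (SD, n = 3) in N2, 207 ± 13 (SD, n = 3) in the *pmk-1* mutant and 101 ± 8.4 (SD, n = 2) in the *atf-7* mutant. The *pmk-1* gene had 29.5 ± 3.1 CPM (SD, n = 3) in N2 and 31.3 ± 2.3 (SD, n = 3) in the *pmk-1* mutant on OP50, and 34.0 ± 6.5 and 28.0 ± 1.1 on PA14 (SD, n = 3 each). A count over the whole gene thus does not check the label of the deletion mutant. The same gene had 29.4 ± 2.1 CPM on OP50 (SD, n = 3) and 31.5 ± 3.5 on PA14 (SD, n = 2) in the *atf-7* mutant.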

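In N2 animals, 404 genes were at least 2-fold higher and 330 at least 2-fold lower on PA14 than on OP50, out of 16307 genes tested. Of the higher genes, 392 were annotated as protein-coding and 10 as pseudogenes, and of the lower genes 325 and 4. With the significance cutoff alone and no fold cutoff, the choice that moved these counts most, 667 genes were higher and 1338 lower. Leaving out replicate 3 of N2 on PA14 gave 577 higher and 443 lower genes. Among called genes whose PA14 libraries all lay on the same side of the OP50 libraries, with a mean of at least 10 CPM, the largest rise was that of *irg-6* (WBGene00007864, chromosome IV, 12912722 to 12914969, WBcel235), with a log2 fold change of 11.02 (standard error 0.76, adjusted p = 5.0e-04, edgeR quasi-likelihood test with Benjamini-Hochberg adjustment). It went from 9 counts over the 3 OP50 libraries to 26638 over the 3 PA14 libraries. The next were *clec-2* (7.47, standard error 0.46), *irg-5* (7.31, standard error 0.30), *cdr-1* (6.61, standard error 0.59) and F55G11.2 (5.93, standard error 0.17). The largest falls were those of *acdh-1* (WBGene00016943, chromosome I, 6497436 to 6499560), with a log2 fold change of -7.31 (standard error 0.45, adjusted p = 3.5e-04), from 2939 ± 145 to 18.7 ± 8.3 CPM (SD, n = 3 each), *pmp-5* (-5.49), *asp-13* (-5.14), *acdh-2* (-4.49) and *nhr-114* (-4.18). Each of these 10 genes kept its direction and its call in all alternatives run, replicates left out included.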

We found that in wild-type animals, 890 genes were two-fold upregulated (adjusted p-value <0.05), and 803 genes were two-fold downregulated upon *P*. *aeruginosa* exposure, compared to animals exposed in parallel to *E*. *coli* (Fig 1B; S1 Table). Many of these upregulated genes have been previously implicated in the *C*. *elegans* immune response, including genes encoding C-type lectin domain (CTLD)-containing genes and lysozymes, corroborating prior microarray-based gene expression studies (Fig 1C) [8–10,12–14]. In contrast, gene ontology analysis of genes that are decreased in expression upon *P*. *aeruginosa* exposure shows enrichment for genes associated with homeostasis with significant ontology terms consistent with growth, development and reproduction (S1A Fig). 

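Families were read from gene symbols, and 14 families were tested in both directions (28 two-sided Fisher's exact tests with Benjamini-Hochberg adjustment) among the called genes of N2 against all genes tested. Of the clec genes, the family whose products contain C-type lectin domains, 26 were among the induced genes (odds ratio 9.28, adjusted p = 3.7e-14), against 2.48% of all genes. Another 14 clec genes were among the reduced genes (odds ratio 5.44, adjusted p = 5.0e-06). The reduced clec genes no longer passed when the fold cutoff was dropped (19 genes, adjusted p = 0.0525, in a range over the alternatives from 2.3e-07). Of 11 lysozyme genes (lys and ilys), *lys-1* and *lys-2* were induced (odds ratio 8.78, adjusted p = 0.0678). This test passed with DESeq2 calls (3 genes, adjusted p = 0.0129), without a fold cutoff (adjusted p = 0.0261) and without replicate 1 or 2 of N2 on OP50 or any single replicate of N2 on PA14 (adjusted p from 0.0127 to 0.0495). In N2, *lys-1* had a log2 fold change of 1.37 (standard error 0.08, adjusted p = 1.1e-04, edgeR quasi-likelihood test) and *lys-8* had 0.82 (standard error 0.12, adjusted p = 0.0054). The lysozyme genes *lys-4*, *lys-6*, *lys-7* and *ilys-5* were reduced, with log2 fold changes of -2.42, -2.22, -1.21 and -3.18 (odds ratio 28.0, adjusted p = 1.5e-04). Only 1 lysozyme gene was reduced without the filter on low counts (adjusted p = 0.267) and without replicate 1, 2 or 3 of N2 on OP50 or replicate 1 on PA14 (adjusted p from 0.272 to 0.355). Of 8 irg genes, named for their response to infection, 6 were induced (odds ratio 120, adjusted p = 4.2e-08). The gst, ugt, fbxa and cyp families were also over-represented among them, with 11 of 39, 13 of 63, 16 of 127 and 9 of 62 genes (adjusted p from 2.4e-08 to 7.1e-05). Members of such families can share reads, so the counts of single members are uncertain where their sequences are alike.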

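Of the genes reduced on PA14 in N2, 11 encode ribosomal proteins (rpl and rps), out of 78 tested (odds ratio 8.19, adjusted p = 2.1e-06, two-sided Fisher's exact test adjusted over the 28 family tests). Genes of the spp and ugt families were over-represented as well, with 4 of 25 (adjusted p = 0.0042) and 6 of 63 genes (adjusted p = 0.0043). For collagen (col) genes, 6 of 124 were reduced and the test did not pass the correction (odds ratio 2.49, adjusted p = 0.0868). None of the 29 major sperm protein (msp) genes and 1 of the 6 vitellogenin (vit) genes was reduced (adjusted p = 1 and 0.202). In replicate 3 of N2 on PA14, all 6 vitellogenin genes lay above replicates 1 and 2 (median log2 difference 2.77). The same held for 36 of 37 sperm genes (0.77). A reduction of such genes on PA14 could be hidden by that library, so these tests do not exclude it. No annotation of gene ontology terms was at hand, so terms for growth, development and reproduction were not tested.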

Of note, many of the genes upregulated in response to *P*. *aeruginosa* exposure exhibit relatively low expression when animals are propagated on *E*. *coli*, whereas genes that are decreased in expression upon *P*. *aeruginosa* exposure are expressed at a higher basal level during normal growth conditions on *E*. *coli* (Fig 1D, S1B Fig). 

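Levels on OP50 were taken as the median log2 of CPM plus 1 over each class of genes, in each of the 3 N2 libraries on OP50. Genes induced on PA14 had a median of 2.39 ± 0.049, genes reduced on PA14 a median of 5.61 ± 0.016, and all genes tested a median of 3.94 ± 0.029 (SD, n = 3 libraries). The difference between induced and reduced genes was -3.22 ± 0.033 (SD, n = 3). In each library it was past all of 100000 permutations of the class labels over genes (two-sided permutation test, p = 1e-05, the smallest they can give), although genes are not independent replicates. Between 72.0% and 73.0% of induced genes lay below the median of all genes, and between 70.0% and 70.6% of reduced genes lay above it. Between 22.5% and 25.5% of induced genes and between 2.42% and 3.03% of reduced genes had less than 1 CPM. A pseudocount of 0.1 CPM moved the difference most, to -3.46. With the classes called without the OP50 library whose level was read, the difference was -3.20, -3.34 and -3.41.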

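In the *pmk-1* mutant, 817 genes were at least 2-fold higher and 483 at least 2-fold lower on PA14 than on OP50. In the *atf-7* mutant, with 2 libraries on PA14, 624 genes were higher and 233 lower. Without a fold cutoff these counts were 2380 and 1711 in the *pmk-1* mutant and 1108 and 898 in the *atf-7* mutant. DESeq2 called 816 higher and 501 lower genes in the *pmk-1* mutant and 645 and 274 in the *atf-7* mutant. Leaving out replicate 2 of the *atf-7* mutant on PA14, which leaves a lone library that is assumed to vary like the OP50 group, gave 351 lower genes in that mutant.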

In parallel, we analyzed *P*. *aeruginosa*-mediated gene expression changes in *pmk-1* and *atf-7* mutants to identify the proportion of gene changes induced by *P*. *aeruginosa* exposure that required PMK-1 and/or ATF-7 for induction (S2 Fig). We classified genes that failed to significantly meet a two-fold expression change cutoff upon exposure to *P*. *aeruginosa* in the *pmk-1* or *atf-7* mutant background as being PMK-1- or ATF-7-dependent, respectively. We observed that 70% of genes significantly induced two-fold or greater by *P*. *aeruginosa* exposure were no longer fully induced upon loss of *pmk-1*, and that 53% of upregulated genes were no longer fully induced upon loss of *atf-7* (Fig 1E, S1 Table). 

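Of the 404 genes induced in N2, 173 did not meet the cutoff in the *pmk-1* mutant, or 42.8% (95% Clopper-Pearson interval 37.9 to 47.8), and 139 did not meet it in the *atf-7* mutant, or 34.4% (29.8 to 39.3). These intervals cover the sampling of genes and counting error only. For *pmk-1*, 51 of the 173 genes missed only the fold change, 21 only the significance and 101 both, and for *atf-7* 46, 24 and 69. Asking only for significance in the mutant moved the share for *pmk-1* most, to 31.9%. Fitting all 17 libraries in a single model moved the share for *atf-7* most among the alternatives chosen in advance, to 46.7%. The median log2 fold change of the induced genes was 1.77 in N2, 1.39 in the *pmk-1* mutant and 1.72 in the *atf-7* mutant, or 1.77, 1.36 and 1.70 with genes at 0 counts in a group set to the limit that 3 counts give. Of the induced genes, 363 (89.9%) kept a positive log2 fold change in the *pmk-1* mutant and 395 (97.8%) in the *atf-7* mutant. The median ratio of the log2 fold change in the mutant to that in N2 was 0.736 for *pmk-1* (quartiles 0.358 and 1.23) and 0.873 for *atf-7* (quartiles 0.597 and 1.19). In 20 draws of simulated mutants that were given the fold changes of N2, a mean of 12.7% (*pmk-1*) and 10.7% (*atf-7*) of these genes missed the cutoff, and with the fold changes shrunken first 25.1% and 20.4% did. The mean simulated ratio was 0.992 for *pmk-1* and 1.00 for *atf-7*, and with shrunken fold changes 0.887 and 0.896. With the OP50 libraries redrawn as well it lay between 0.862 and 0.897 for *pmk-1* and between 0.864 and 0.894 for *atf-7*. The observed ratio for *atf-7* lies within that last range and below the lowest draw of the simulations that were not both redrawn and shrunken, and the observed ratio for *pmk-1* lies below all draws.

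**Figure D1:**
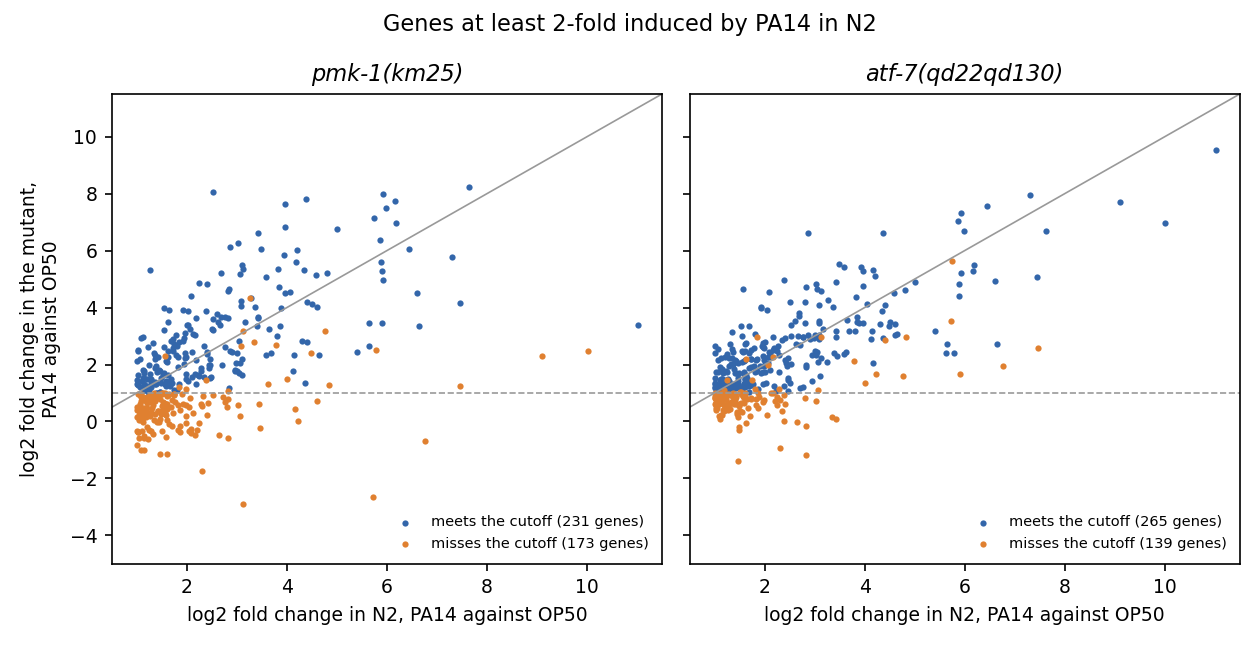
Log2 fold change on PA14 against OP50 of the 404 genes induced in N2, with N2 on the horizontal axis and the *pmk-1(km25)* or *atf-7(qd22qd130)* mutant on the vertical axis, 1 point per gene, colored by whether the gene met the cutoff in the mutant. The 173 genes that missed it in *pmk-1* and the 139 that missed it in *atf-7* lie mostly above 0 and below the diagonal.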

We also found that 41% of genes reduced two-fold or more by *P*. *aeruginosa* required PMK-1, and 50% required ATF-7 for reduction of expression (S2B Fig, S1 Table). These data suggest a high degree of involvement of PMK-1-ATF-7 signaling in the majority of changes in gene expression induced in response to infection by *P*. *aeruginosa*.

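Of the 330 genes reduced in N2, 176 did not meet the cutoff in the *pmk-1* mutant, or 53.3% (95% Clopper-Pearson interval 47.8 to 58.8), and 179 in the *atf-7* mutant, or 54.2% (48.7 to 59.7). For *pmk-1*, 93 of these genes missed only the fold change, 5 only the significance and 78 both, and in the *atf-7* mutant 83, 14 and 82. The median log2 fold change of the reduced genes was -1.34 in N2, -0.77 in the *pmk-1* mutant and -1.0 in the *atf-7* mutant. It was negative for 222 of them (67.3%) in the *pmk-1* mutant and for 321 (97.3%) in the *atf-7* mutant. The interaction between genotype and bacteria was tested as well. By it, the reduction was smaller than in N2 for 148 genes (44.8%) in the *pmk-1* mutant and 7 (2.12%) in the *atf-7* mutant. The reduction was larger than in N2 for 30 genes in the *pmk-1* mutant and for 0 in the *atf-7* mutant. A total of 136 genes, or 41.2%, missed the cutoff in both mutants, which fell to 25.8% without replicate 2 of the *atf-7* mutant on PA14. Library size without a composition factor moved the share for *pmk-1* most, to 34.7%, and dropping the fold cutoff moved it to 71.3%.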

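The difference between the responses of a mutant and of N2 was tested itself, as the interaction of genotype and bacteria in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Induction was smaller than in N2 for 91 of the induced genes in the *pmk-1* mutant, or 22.5% (95% Clopper-Pearson interval 18.5 to 26.9), and larger for 40. In the *atf-7* mutant it was smaller for 12 genes, or 2.97% (1.54 to 5.13), and larger for 15. Without replicate 3 of N2 on PA14 the share for *atf-7* was 7.97%, and with DESeq2 it was 8.53%. Of the genes that missed the cutoff, the interaction passed for 78 of 173 in *pmk-1* (45.1%) and for 8 of 139 in *atf-7* (5.76%), while the fitted fold change was below that of N2 for 170 and 135. The smallest adjusted p in the *pmk-1* mutant belonged to *srp-7* (WBGene00005648, chromosome V, 8179126 to 8183442), whose log2 fold change was 2.13 (standard error 0.10) in N2, 0.28 in the *pmk-1* mutant and 0.99 in the *atf-7* mutant, a difference from N2 of -1.86 (adjusted p = 9.0e-06) and -1.19 (adjusted p = 0.0045). For K08D8.5 (WBGene00010659, chromosome IV, 12910647 to 12912129), the log2 fold change was 2.30 in N2, -1.76 in the *pmk-1* mutant and -0.93 in the *atf-7* mutant, and the difference for *atf-7* was -3.28 (adjusted p = 1.7e-04). For *cld-9* (WBGene00009432, chromosome V, 13749181 to 13751891) it was 2.80 in N2, 0.51 in the *pmk-1* mutant and 0.83 in the *atf-7* mutant, with differences of -2.31 (adjusted p = 2.5e-05) and -2.01 (adjusted p = 0.0033). These differences passed in every alternative run. The other induced genes with the smallest adjusted p for *pmk-1* were *clec-65* (difference -1.69, adjusted p = 1.6e-05) and F54D5.4 (difference -1.72, adjusted p = 2.9e-05), which also passed in every alternative run. From the shares of induced and reduced genes that no longer met the cutoff in each mutant, the paper proposes that PMK-1-ATF-7 signaling takes part in most of the changes in gene expression that follow infection.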

**Fig 1:**
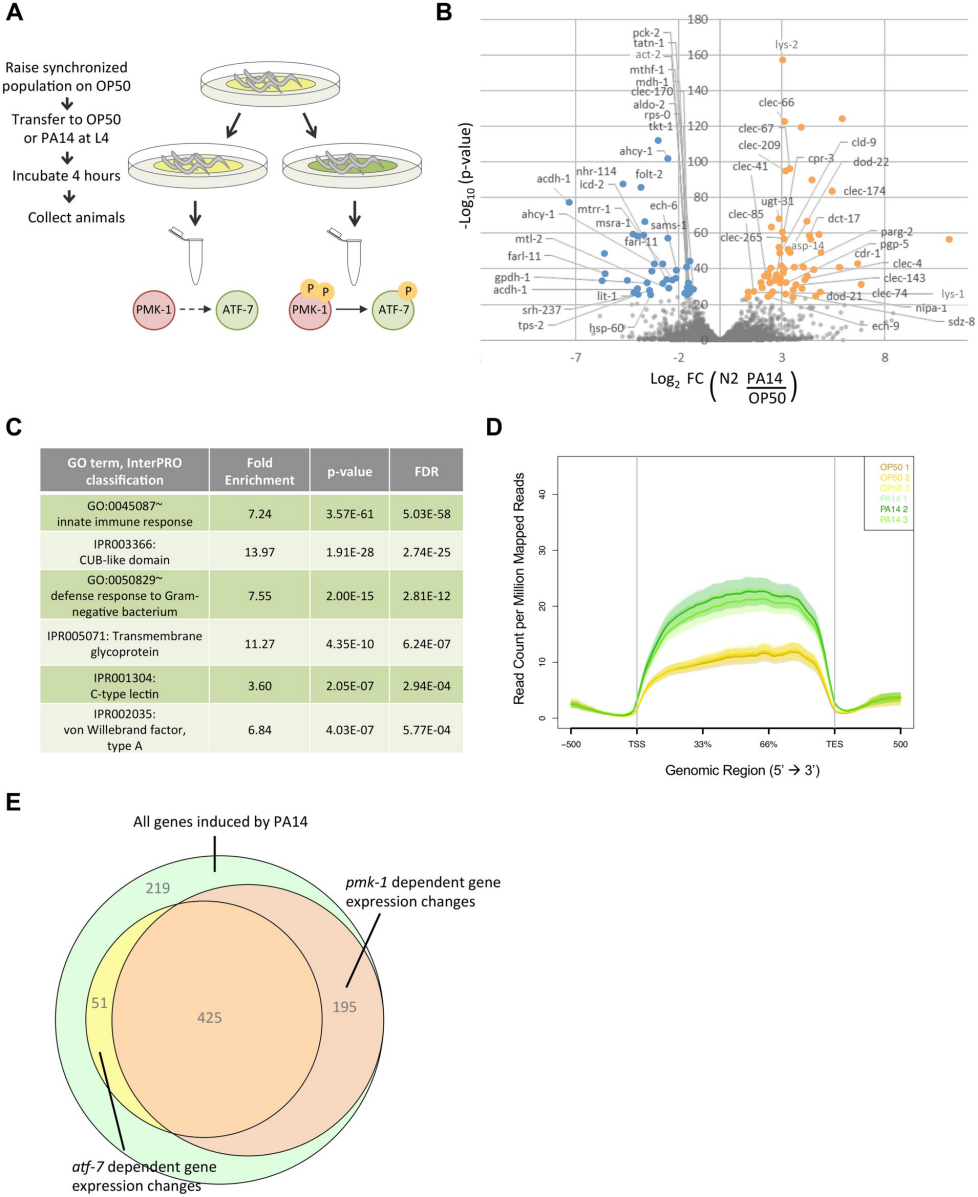
Exposure to *P*. *aeruginosa* prompts gene expression changes. **(A)** Schematic of experimental design. Yellow bacterial lawn indicates *E*. *coli* OP50, green bacterial lawn indicates *P*. *aeruginosa* PA14. PMK-1 and ATF-7 activation states are indicated below each condition. **(B)** Volcano plot of transcripts corresponding to differentially expressed protein-coding genes by exposure to *P*. *aeruginosa* PA14 versus *E*. *coli* OP50 in N2 animals. Orange and blue colored dots denote the top 100 outliers that are increased or decreased, respectively, and are annotated with their gene names. **(C)** Top GO terms and InterPRO classifications of transcripts that are significantly upregulated (adjusted p-value < 0.05) in N2 animals exposed to PA14 versus OP50. **(D)** Average expression (RPM) across the gene body of genes that are two-fold upregulated by exposure to pathogenic PA14. **(E)** Venn diagram of induced genes that are dependent upon *pmk-1* or *atf-7* for complete (i.e. greater than two-fold, adjusted p-value < 0.05) upregulation by PA14.

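Of the 25 genes labelled as increased in the volcano plot, 24 were higher on PA14 in N2 in the deposited counts, and the same 24 were called at least 2-fold higher. All 25 genes labelled as decreased were lower on PA14, 19 of them by at least 2-fold at the adjusted p-value cutoff and 23 at that cutoff without regard to fold. The labelled gene *nipa-1* (WBGene00021820) had a log2 fold change of -0.05 (adjusted p = 0.76, edgeR quasi-likelihood test), which ranged from -0.09 to 0.00 over the alternatives.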

To evaluate the role of ATF-7 in the direct regulation of genes induced by *P*. *aeruginosa* infection, we performed chromatin immunoprecipitation followed by sequencing (ChIP-seq) of animals carrying a GFP-tag fused to the C-terminal end of the endogenous *atf-7* locus. Using a GFP polyclonal antibody for immunoprecipitation, we generated ChIP binding profiles for animals in either the wild-type background (*atf-7(qd328[atf-7*::*2xTY1*::*GFP])*) or the *pmk-1* mutant background (*pmk-1(km25);atf-7(qd328[atf-7*::*2xTY1*::*GFP])*) after a four hour exposure to either *E*. *coli* OP50 or *P*. *aeruginosa* PA14, for a total of four conditions, similar to the treatment described in Fig 1A. In all conditions analyzed, ATF-7 exhibited abundant association throughout the genome, with 8,962 total peaks identified as enriched by MACS2, which map to a +/- 1.5 kB region corresponding to 23.7% of genes and 24% of transcription start sites (TSSs) in the *C*. *elegans* genome (WS258) (S2 Table).

Analysis of the ATF-7 binding profile across all genes associated with enriched TSSs, as well as the subset altered in expression by *P*. *aeruginosa* in wild-type animals according to our RNA-seq data, revealed that ATF-7 is preferentially located at the promoter regions of genes that are increased in expression by *P*. *aeruginosa*, and that this enrichment for ATF-7 is lessened by *pmk-1* loss (Fig 2B, S3A Fig). Strikingly, this dependence of ATF-7 promoter occupancy on PMK-1 exists on *P*. *aeruginosa*, but not on *E*. *coli*. This finding is consistent with our previously published model, whereby ATF-7 occupancy of its target promoters is not simply controlled by pathogen-dependent PMK-1 activity [7]. MEME analysis of the most enriched loci identified significant enrichment for the motif GACgTCA, which corresponds to the Jun D bZIP motif expected for ATF-7 (Fig 2A, S3B Fig). This motif is present in as many as 80% of the most highly enriched regions of the genome and its abundance is positively correlated with enrichment levels.

**Fig 2:**
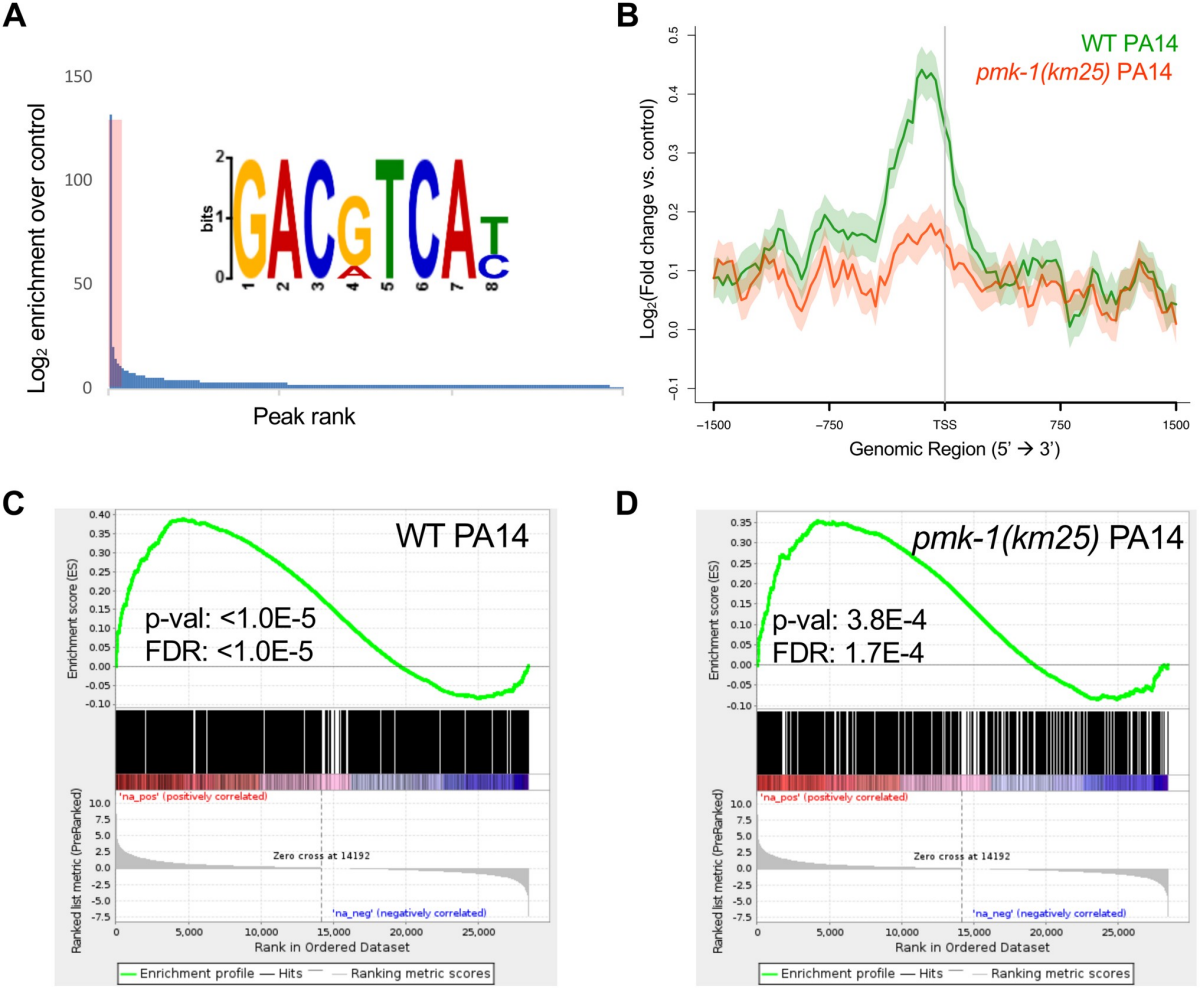
ATF-7 associates with genes that are differentially expressed upon exposure to pathogenic *P*. *aeruginosa*. **(A)** Motif analysis of ATF-7::GFP ChIP peaks. The top 400 peaks (indicated by red shading) were considered for motif analysis. **(B)** Metagene analysis of ATF-7::GFP binding profile in WT or *pmk-1(km25)* mutant animals exposed to PA14 across genes that are two-fold upregulated (by RNA-seq) upon exposure to PA14. Shading represents standard error among replicates. (**C,D**) Gene Set Enrichment Analysis (GSEA) of transcripts detected by RNA-seq (ranked from most upregulated to most downregulated upon PA14 exposure in N2 animals) for association with ATF-7::GFP peaks in WT (C) or *pmk-1(km25)* mutant (D) animals exposed to PA14.

To identify the most likely immediate downstream targets of ATF-7, we set a peak threshold based on the fraction of peaks containing the bZIP motif after ranking ATF-7 peaks by enrichment (S3C Fig). This resulted in ~1500–4000 highly enriched locations per experiment. Overlap of the of the retained ATF-7 binding profile compared to the RNA-seq data from *P*. *aeruginosa* infection revealed consistent 2–4 fold enrichment of ATF-7 binding in genes that depend on ATF-7 for expression changes stimulated by *P*. *aeruginosa* exposure (S4A and S4B Fig). We further assessed the significance of these enrichments using a Gene Set Enrichment Analysis (GSEA), which showed that ChIP peaks were enriched for association with transcripts that are upregulated upon pathogen exposure in both *E*. *coli* and *P*. *aeruginosa* ChIP conditions (Fig 2C, S4C Fig). This association remains in the *pmk-1* mutant, although at a weaker significance level (Fig 2D, S4D Fig). Moreover, we also evaluated ATF-7 binding at individual genomic loci induced by *P*. *aeruginosa* infection that were dependent on ATF-7 for full upregulation. Examinations of distinct genetic loci further support the conclusions drawn from the metagene analyses described above (Fig 3). These observations suggest a direct transcriptional regulatory role for ATF-7 in the induction of broad transcriptional changes upon immune challenge involving activation of p38/PMK-1 MAPK signaling in response to *P*. *aeruginosa* infection.

**Fig 3:**
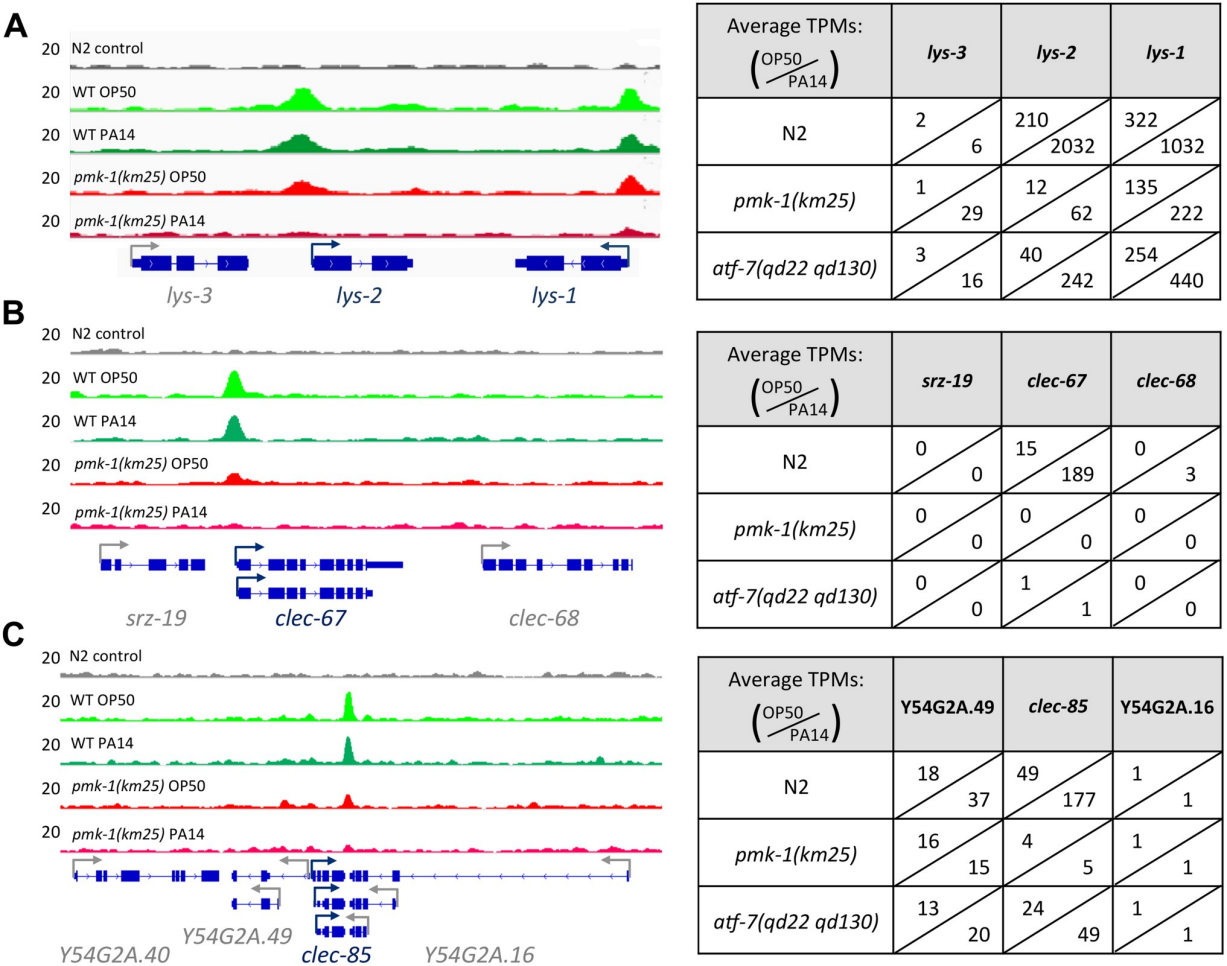
ATF-7 binding at PA14-induced genes. Examples of ATF-7::GFP read pileup in all four ChIP conditions at innate immune response loci *lys-2* (A), *clec-67* (B), and *clec-85* (C). Expression in transcripts per kilobase million (TPM) in all RNA-seq conditions are displayed to the right of each locus. For genes with multiple isoforms, the most highly abundant transcript is displayed.

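TPM, transcript abundances scaled to length and library, were computed per gene from the deposited expected counts and effective lengths, whereas the values displayed with the loci are those of the most abundant transcript. The gene *lys-2* (WBGene00003091, chromosome V, 10280307 to 10281474, WBcel235) had 221 ± 7.3 TPM on OP50 and 2125 ± 119 on PA14 in N2 (SD, n = 3 each), 13.0 ± 1.4 and 64.8 ± 6.4 in the *pmk-1* mutant (SD, n = 3 each), and 41.6 ± 7.7 (SD, n = 3) and 252 ± 80.7 (SD, n = 2) in the *atf-7* mutant. Its log2 fold change on PA14 was 3.01 (standard error 0.09, adjusted p = 7.7e-06, edgeR quasi-likelihood test) in N2, 2.41 in the *pmk-1* mutant and 2.47 in the *atf-7* mutant. Only the difference between *pmk-1* and N2 (-0.62, adjusted p = 0.0062) passed, not that between *atf-7* and N2 (-0.58, adjusted p = 0.582). On OP50, *lys-2* was lower than in N2 by a log2 fold change of -4.32 in the *pmk-1* mutant (adjusted p = 3.2e-09) and -2.40 in the *atf-7* mutant (adjusted p = 1.5e-06). The gene *clec-67* (WBGene00018971, chromosome IV, 3922165 to 3925039) had 16.4 ± 1.3 TPM on OP50 and 200 ± 23.1 on PA14 in N2 (SD, n = 3 each), a log2 fold change of 3.35 (standard error 0.13, adjusted p = 1.4e-05). In the *atf-7* mutant it had 0.884 ± 0.31 TPM on OP50 (SD, n = 3) and 1.07 ± 0.072 on PA14 (SD, n = 2), a log2 fold change of 0.17 that differed from that in N2 by -3.22 (adjusted p = 0.0016). In the *pmk-1* mutant, *clec-67* had a total of 1 count over the 3 OP50 libraries and 9 counts over the 3 PA14 libraries, too few to show a change at this depth. The gene *clec-85* (WBGene00021872, chromosome IV, 2850886 to 2855456) had 52.6 ± 0.99 and 186 ± 21.9 TPM in N2, 4.78 ± 0.50 and 5.38 ± 0.11 in the *pmk-1* mutant (SD, n = 3 each), and 26.0 ± 2.4 (SD, n = 3) and 51.2 ± 7.8 (SD, n = 2) in the *atf-7* mutant, on OP50 and PA14. Its log2 fold change was 1.57 (standard error 0.11, adjusted p = 1.8e-04) in N2, 0.25 (adjusted p = 0.376) in the *pmk-1* mutant and 0.90 (adjusted p = 0.018) in the *atf-7* mutant. Its value in the *atf-7* mutant ranged from 0.56 without replicate 2 on PA14 to 1.18 without replicate 1, which takes it past 2-fold. It lost significance without replicate 1 or 3 of that mutant on OP50. The response of *clec-85* differed from N2 in the *pmk-1* mutant (-1.34, adjusted p = 2.3e-04) and did not pass in the *atf-7* mutant (-0.72, adjusted p = 0.446). Among the neighboring genes, *lys-1* fell short of 2-fold in both mutants (log2 fold change 0.71 in *pmk-1* and 0.73 in *atf-7*). The neighbor *lys-3* rose in both, by 4.43 in *pmk-1* and 2.29 in *atf-7*, against 1.20 in N2 (adjusted p = 0.110). The rise of *lys-3* in N2 passed with DESeq2 and without replicate 3 of N2 on PA14 (log2 fold change 1.55). The neighbor *clec-68* was at 0 counts in the *pmk-1* mutant on PA14 and had 382 counts over the 3 N2 libraries on PA14, at least 116-fold higher than the limit of 3 counts over the mutant group allows. The gene Y54G2A.49 (chromosome IV, 2851691 to 2853264) lies within the span of *clec-85* on the opposite strand. Its counts may therefore not be independent of those of *clec-85*. Y54G2A.49 had a log2 fold change of 0.82 in N2 (adjusted p = 0.0154). This rise did not pass without replicate 1 or 3 of N2 on OP50 or replicate 2 on PA14 (adjusted p up to 0.0724). The neighbor Y54G2A.16 had a log2 fold change of -0.08 (adjusted p = 0.926). The gene *srz-19* was near 0 in every condition and was not tested.

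**Figure D2:**
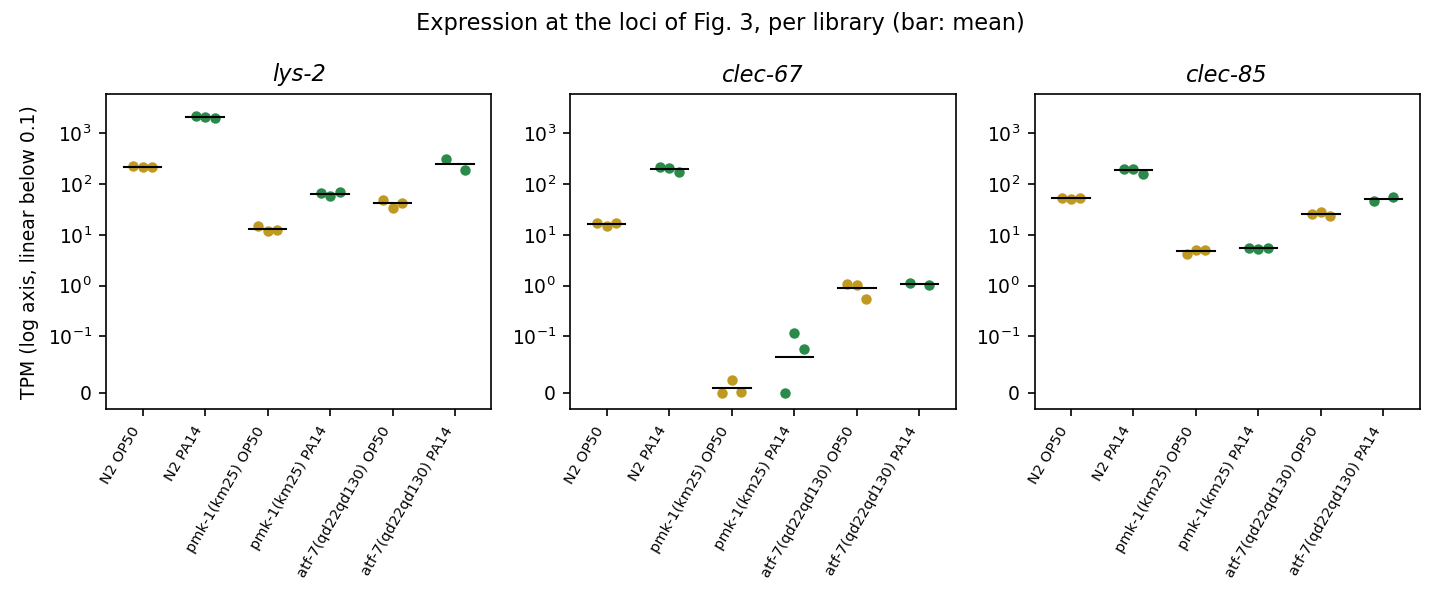
TPM of *lys-2*, *clec-67* and *clec-85* in each library, by genotype and bacteria, on a log axis that is linear below 0.1, with 1 point per library and a line at the mean. In each panel the N2 libraries on PA14 lie above the libraries of both mutants.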

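The paper lists RNAi clones for 13 genes in S4 Table, and all 13 were tested in the RNA-seq counts. Of these genes, 10 met the 2-fold cutoff in N2, and *asp-12*, *gly-18* and F28B4.3 did not, with log2 fold changes of 1.19 (adjusted p = 0.120, edgeR quasi-likelihood test), 1.44 (adjusted p = 0.0622) and 1.00 (adjusted p = 6.4e-04), the last short of 2-fold before rounding. Both *asp-12* and *gly-18* were called with DESeq2 and without replicate 3 of N2 on PA14. Gene F28B4.3, which ranged from 0.95 to 1.06, was called with DESeq2 and RLE size factors and without replicate 1 of N2 on OP50 or replicate 2 or 3 of N2 on PA14. Of the 10 genes called in N2, C06B3.6, C17H12.8, *clec-65*, *comt-2*, F52B11.5 and ZK1290.10 did not meet the cutoff in the *atf-7* mutant. The same 6 did not meet it in the *pmk-1* mutant. The other genes, C32H11.4, *endu-2*, F55G11.2 and *lys-2*, met it in both mutants, with log2 fold changes in the *atf-7* mutant of 4.41, 1.95 and 5.21 for C32H11.4, *endu-2* and F55G11.2. All 13 genes had a lower fitted log2 fold change in each mutant than in N2, with a median of 1.44 in N2, 0.94 in the *atf-7* mutant and 0.68 in the *pmk-1* mutant. The paper drew its RNAi genes from those that depended on ATF-7 in the same RNA-seq experiment. Lower values in the *atf-7* mutant were thus favored by the choice of genes and are no independent evidence. The interaction passed for 8 of the 13 genes in the *pmk-1* mutant and for C17H12.8 and F28B4.3 in the *atf-7* mutant. Among those 8 genes, F55G11.2 (-0.98, adjusted p = 0.0393) and *endu-2* (-0.47, adjusted p = 0.0347) did not pass in 9 of their alternatives each, which were mainly single replicates left out. For C17H12.8 (WBGene00015933, chromosome IV, 6818703 to 6820575), the log2 fold change was 1.46 (standard error 0.22, adjusted p = 0.0071) in N2 and -1.40 (adjusted p = 0.0028) in the *atf-7* mutant, a difference of -2.91 (adjusted p = 0.0062). The difference for F28B4.3 (-1.17, adjusted p = 0.0202) did not pass with the replicate number as a block or without replicate 1 of N2 on PA14, replicate 2 or 3 of N2 on OP50, or replicate 2 or 3 of the *atf-7* mutant on OP50 (adjusted p up to 0.11).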

For functional validation of putative ATF-7-regulated immune response target genes, we focused on transcripts that were upregulated at least two-fold by *P*. *aeruginosa* exposure in an ATF-7-dependent manner and that were also bound by ATF-7 in any of our four ChIP-seq conditions. We chose to concentrate on genes upregulated in response to pathogen exposure (Fig 1C) in contrast to downregulated genes, which appear to reflect a reduction in general growth and metabolism as is reflected in our RNA-seq data (S1A Fig) [10]. 

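Of the 26 clec genes induced on PA14 in N2, 12 did not meet the 2-fold cutoff in the *atf-7* mutant and 15 did not meet it in the *pmk-1* mutant. Of the induced lysozyme genes, *lys-1* missed the cutoff in the *atf-7* mutant by its fold (adjusted p = 0.0076, edgeR quasi-likelihood test; its difference from N2 was -0.68, adjusted p = 0.0640), and *lys-2* met it. The difference for *lys-1* passed with DESeq2, with a single model of all 17 libraries, without replicate 3 of N2 on PA14 and without replicate 1 of the *atf-7* mutant on PA14.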

Included among these putative ATF-7 targets were genes encoding antimicrobial effector molecules, such as CTLD-containing proteins and lysozymes (S3 Table). We determined whether RNAi-mediated knockdown of these genes resulted in enhanced susceptibility to killing by *P*. *aeruginosa* and observed that RNAi of 13 of 43 genes conferred enhanced sensitivity to killing by *P*. *aeruginosa*, without affecting survival on non-pathogenic *E*. *coli* (S3 Table, S4 Fig).

Our data suggest that ATF-7 is a direct regulator of immune effector genes that is regulated by PMK-1 p38 MAPK. We previously proposed a model in which PMK-1 phosphorylates ATF-7 in response to pathogen infection, switching the activity of ATF-7 from that of a transcriptional repressor to that of an activator, allowing the induction of immune response genes [7]. Our data here are consistent with this model, showing a strong dependence of pathogen-induced gene induction on PMK-1 and ATF-7, and a high degree of occupancy of regulatory regions of pathogen-induced genes by ATF-7 under basal and pathogen-induced conditions, with ATF-7 occupancy of pathogen-induced genes being strongly dependent on PMK-1. Moreover, our data reveal that PMK-1-ATF-7 signaling regulates over half of all pathogen-induced genes at the genome-wide level.

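Levels of the induced genes on PA14 were also compared directly between genotypes by the same test as the response. On PA14, 149 of the 404 induced genes were at least 2-fold lower in the *pmk-1* mutant than in N2, or 36.9% (95% Clopper-Pearson interval 32.2 to 41.8), and 53 were lower in the *atf-7* mutant, or 13.1% (9.98 to 16.8). Another 46 and 30 of the induced genes were at least 2-fold higher in these mutants than in N2. The induced genes were chosen by their level in the same N2 libraries on PA14, which favors lower levels in the mutants. Over all genes tested, 375 were lower and 292 higher in the *pmk-1* mutant on PA14. In the *atf-7* mutant 70 were lower and 108 higher. Of the lower induced genes, 49 and 24 still met the cutoff for induction in that mutant. The share for *atf-7* was 0.495% without replicate 1 or 2 of that mutant on PA14, which leaves a lone library, and 6.78% without replicate 2 of N2 on PA14. It was higher with DESeq2 (18.3%), without replicate 3 of N2 on PA14 (18.7%) and with the replicate number as a block (24.7%). On OP50, 75 of the induced genes were already at least 2-fold lower in the *pmk-1* mutant than in N2 and 5 were higher, and in the *atf-7* mutant 25 were lower and 13 higher.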

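Of the genes induced on PA14 in N2, 194 missed the cutoff in at least 1 of the mutants, or 48.0% (95% Clopper-Pearson interval 43.1 to 53.0), and 210 met it in both. A total of 118 genes (29.2%, 24.8 to 33.9) missed it in both mutants, 55 (13.6%) only in *pmk-1* and 21 (5.20%) only in *atf-7*. With simulated mutants given the unchanged response of N2, a mean of 3.54% of the genes missed it in both, and 11.1% with the fold changes shrunken first. Over the 33 alternatives run, the share that missed the cutoff in at least 1 mutant lay between 37.4%, where only significance was asked of the mutant, and 59.7%, with sample quality weights in limma voom, an alternative added after the libraries had been compared. It was above 50% in 11 of them, among them DESeq2 (55.8%), a single model of all 17 libraries (58.3%) and the fit without replicate 3 of N2 on PA14 (57.4%). The paper gives 70% for *pmk-1* by itself, so its share for at least 1 mutant is no lower than that. None of the alternatives reached 70%.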

PMK-1 signaling has also been implicated in a number of non-infection contexts in *C*. *elegans* [2,16,17]. Interestingly, we observed that ATF-7 binds quite strongly to several key regulators of stress response pathways. We found that ATF-7 exhibits binding affinity to regulators of autophagy (*lgg-1*), the Unfolded Protein Response (*xbp-1*), and the oxidative stress response (*skn-1*), as well as several immunity regulators (*hlh-30*, *zip-2*, and interestingly, *atf-7*) (Fig 4). These observations suggest that initiation of other stress responses may be integrated with the immune response. For example, we have previously shown that immune response activation in developing larva is lethal without compensatory XBP-1 activity, establishing an essential role for XBP-1 during activation of innate immunity during infection of *C*. *elegans* [2]. Comparison of ATF-7 target genes identified by ChIP-seq with published target gene lists inferred from transcriptional profiling studies indeed suggests statistically significant overlap of ATF-7 regulation with SKN-1 (p<0.001, hypergeometric test with Bonferroni correction) and ZIP-2 (p<0.001, hypergeometric test with Bonferroni correction) (S6 Fig) [18]. However, caution should be taken when comparing these datasets, as they were collected by methods distinct from our intersection of ChIP-seq and RNA-seq results, and consequently additional experimental evidence is needed to corroborate these associations. We speculate that ATF-7 may function to activate anticipatory stress responses that can be activated in concert with innate immunity to promote host survival during microbial infection in a context-dependent manner. Our genomic and genetic findings in the simple, genetically tractable *C*. *elegans* host reveal a striking degree of global regulation of the organismal response to pathogenic bacteria through a single p38 MAPK-regulated transcriptional regulator. Our data support the idea that host defense, on a genome-wide and organism-wide level, is under the control of a limited number of stress-activated signaling pathways that regulate global regulators of gene transcription.

**Fig 4:**
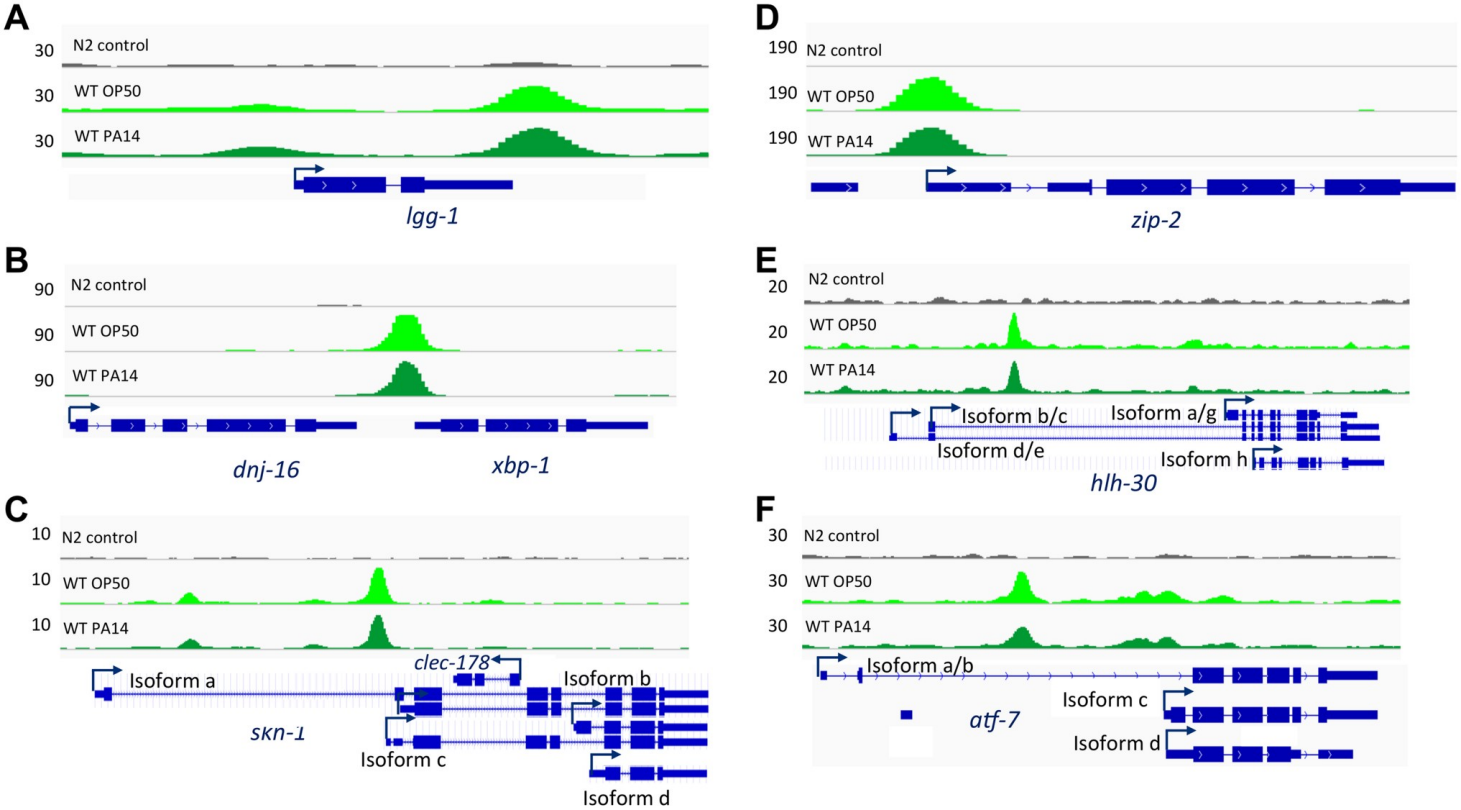
ATF-7 binds to regulatory regions of key regulators of stress physiology. Examples of ATF-7::GFP read pileups in promoter regions of stress response (A-C) and immune (D-F) regulators.

## Materials and methods

### *C*. *elegans* strains

Strains used: N2, ZD386 (*atf-7(qd22 qd130)*), KU25 (*pmk-1(km25)*), ZD1807 (*atf-7(qd328[atf-7*::*2xTY1*::*GFP])*), ZD1976 (*atf-7(qd328[atf-7*::*2xTY1*::*GFP]);pmk-1(km25)*). *C*. *elegans* were maintained at 16°C on *E*. *coli* OP50 as described [19]. The *atf-7(qd328)* allele was generated by the CRISPR-Cas9 system as described [19,20] and verified by Sanger sequencing. GFP expression in ZD1807 (*atf-7(qd328)*) was verified by immunobloting, and pull-down was assessed by IP-IB. The *atf-7(qd238)* allele was confirmed to function as wild-type, as assayed by susceptibility to *P*. *aeruginosa* strain PA14 in a slow kill assay, and then crossed into the *pmk-1(km25)* mutant background.

### Preparation of animals for sequencing experiments

Slow Kill Assay (SKA) plates were prepared as previously described [20]. *P*. *aeruginosa* strain PA14 or *E*. *coli* OP50 was grown overnight in Luria Broth (LB), seeded onto SKA media and then grown overnight at 37°C, followed by an additional day at room temperature as previously described [21]. Large populations of animals were synchronized by egg-preparation of gravid adult worms in bleach, followed by L1 arrest overnight in M9 buffer. L1 animals were dropped onto concentrated OP50 lawns seeded onto Nematode Growth Media (NGM) and raised to the L4 larval stage at 20°C (about 40 h). Upon reaching L4, worms were washed off growth plates with M9 and placed on SKA plates prepared as described above, seeded with either PA14 or OP50 and incubated at 25°C for four hours. At this time, worms were harvested by washing for downstream applications.

### Chromatin immunoprecipitation followed by sequencing

After three washes in M9 buffer, animal pellets were resuspended in an equal volume of PBS + complete ULTRA protease inhibitor tablets (Roche), flash frozen in liquid nitrogen, and stored at -80°C until chromatin immunoprecipitation (ChIP). ChIP was preformed as described [22,23] using Ab290, a ChIP-grade polyclonal GFP antibody (Abcam). Libraries were prepared using the SPRIworks Fragment Library System (Beckman Coulter) and single-end sequenced on an Illumina HiSeq2000 sequencer. Three biological replicates of at least 15,000 animals were prepared and sequenced for each condition, with the exception of only two replicates for *atf-7(qd328)* on PA14, as one of the samples failed to pass quality control.

ChIP-seq reads were aligned against the *C*. *elegans* WBPS9 assembly using bwa v. 0.7.12-r1039 [24] and the resulting bam files were sorted and indexed using samtools v. 1.3 [25]. Sorted bam files were pooled by strain and microbial treatment, and peaks were called using MACS2 (v. 2.1.1.20160309), as follows: callpeak on specific strain bam file (“-t” flag) against the N2_PA14 control sample bam file (“-c” flag) callpeak -c N2_PA14_control.sorted.bam -g ce—keep-dup all—call-summits—extsize 150 -p 1e-3—nomodel -B. Peak locations were intersected with regions +/-0.5kb around annotated TSS based on the WBPS9/WS258 annotation using bedtools intersect (v2.26.0) [26], and in cases of multiple peaks associated with a given TSS, peaks with maximal enrichment over N2 control were retained. For the purpose of motif identification, peaks were ranked by fold-enrichment over N2 control in descending order and the top 400 peaks were retained, regions +/- 200 bps around the summit were retrieved and sequences were obtained with bedtools getfasta. MEME-ChIP v. 4.12.0 [27] was used to call motifs using the following parameters: meme-chip -oc. -time 300 -order 1 -db db/JASPAR/JASPAR2018_CORE_nematodes_non-redundant.meme -meme-mod anr -meme-minw 5 -meme-maxw 30 -meme-nmotifs 8 -dreme-e 0.05 -centrimo-local -centrimo-score 5.0 -centrimo-ethresh 10.0. Presence of the top motifs under each peak called by macs2 was assessed using Mast v.5.0.1 [28] on the same +/- 200bp region around the summit of each peak. The number of peaks with one or more occurrences of the motif was tallied using a 200-peak window, and plotted across all peaks ranked either by log-fold enrichment over N2 or–log-transformed p-values. Inflection points in the motif density function were used to narrow down the number of peaks retained for downstream analyses.

### RNA sequencing

After three washes in M9 buffer, TRIzol Reagent (Invitrogen) was added to worm pellets and flash frozen in liquid nitrogen. Following an additional round of freeze-thaw, RNA was isolated using the Direct-zol RNA MiniPrep kit (Zymo Research). Libraries were prepared using the Kapa mRNA Hyperprep kit and paired end reads were sequenced on the Illumina NextSeq500 sequencer. Three biological replicates of at least 1,000 animals were prepared and sequenced for each condition, with the exception of only two replicates for *atf-7(qd22 qd130)* on PA14, as one of the samples failed to pass quality control.

Reads were aligned against the *C*. *elegans* WBPS9 assembly/ WS258 annotation using STAR v. 2.5.3a [29] with the following flags: -runThreadN 16—runMode alignReads—outFilterType BySJout—outFilterMultimapNmax 20—alignSJoverhangMin 8—alignSJDBoverhangMin 1—outFilterMismatchNmax 999—alignIntronMin 10—alignIntronMax 1000000—alignMatesGapMax 1000000—outSAMtype BAM SortedByCoordinate—quantMode TranscriptomeSAM. with—genomeDir pointing to a low-memory footprint, 75nt-junction WBPS9/WS258 STAR suffix array. Gene expression was quantitated using RSEM v. 1.3.0 [30] with the following flags for all libraries: rsem-calculate-expression—calc-pme—alignments -p 8 against an annotation matching the STAR SA reference. Posterior mean estimates (pme) of counts and estimated “transcript-TPMs” were retrieved for genes and isoforms. Subsequently, counts of isoforms sharing a transcription start site (TSS) were summed, and differential-expression analysis was carried out using DESeq2 [31] in the R v3.4.0 statistical environment, building pairwise models of conditions to be compared (microbial exposures within each genotype). Sequencing library size factors were estimated for each library to account for differences in sequencing depth and complexity among libraries, as well as gene-specific count dispersion parameters (reflecting the relationship between the variance in a given gene’s counts and that gene’s mean expression across samples).

Differences in gene expression between conditions (expressed as log2-transformed fold-changes in expression levels) were estimated under a general linear model (GLM) framework fitted on the read counts. In this model, read counts of each gene in each sample were modeled under a negative binomial distribution, based on the fitted mean of the counts and aforementioned dispersion parameters. Differential expression significance was assessed using a Wald test on the fitted count data (all these steps were performed using the DESeq() function in DESeq2) [31]. P-values were adjusted for multiple-comparison testing using the Benjamini-Hochberg procedure [32].

### Data availability

Raw data presented in this manuscript have been deposited in NCBI’s Gene Expression Omnibus [33] and are accessible through GEO SuperSeries accession number GSE119294, which contains SubSeries GSE119292 (RNA-seq data, including count files) and SubSeries GSE119293 (ChIP-seq data, including wig files and peak calls).

### Evaluation of ATF-7 binding and modulation of gene expression

Metagene analyses of gene expression and ATF-7 binding enrichment were generated by ngs.plot as described [34], using ChIP .bam files from each condition normalized to N2 control as input. Genes considered two-fold upregulated or downregulated are listed in the “N2_up” and “N2_down” tabs of S1 Table, respectively.

Correlations between ATF-7 binding and regulation of gene expression were interrogated using the gene set enrichment analysis (GSEA) framework [35]. Briefly, all transcription start sites (TSSs) associated with a protein-coding transcript were ranked based on differential expression results from DESeq2 (log2 fold-changes), which is a measure of the correlation between their expression and the host response to infectious agents. Biases in expression of ATF-7-bound TSSs were assessed using a walk down the list tallying a running-sum statistic, which increases each time a TSS is part of the list and decreases otherwise. The maximum of this metrics (i.e. where the distribution if furthest away from the background) is called the enrichment score (ES). Significance is estimated using random permutations of the TSSs to generate p-values gauging how often the observed ES can be seen in randomized gene sets, for each direction of the expression biases independently. Multiple-testing correction is addressed using a false-discovery rate calculation on permuted datasets.

### Gene ontology analysis

Genes with adjusted p-values <0.05 were considered for Gene Ontology enrichment analysis using the DAVID online webtool, considering as a background the union of all genes with a non-zero baseMean value across any of the DE comparison, based on unique WormBase IDs.

### Killing assays and bacterial strains

PA14 plates were prepared as described as above. N2 animals were grown on NGM, supplemented with 25 ug/mL carbenicillin and 2mM isopropyl b-D-1 thiogalactopyranoside (IPTG), that was seeded with either the *E*. *coli* HT115 expressing plasmids targeting the gene of interest or the empty L4440 vector backbone for two generations prior to each experiment. Animal populations were synchronized by egg lay. At the L4 larval stage, approximately 30 worms were transferred to prepared SKA plates and incubated at 25°C. Animals were scored for killing twice daily until the majority of animals had died. Within each experiment, three plates were prepared and scored per RNAi treatment. All clones were obtained from the Ahringer [36] or Vidal [37] RNAi libraries and were verified by sequencing. For a list of all RNAi clones used, see S4 Table.

## Supporting information

S1 Fig Expression of genes decreased by PA14 exposure. **(A)** Top GO terms and InterPRO classifications of transcripts that are significantly downregulated (adjusted p-value < 0.05) in N2 animals exposed to PA14 versus OP50. **(B)** Average expression (RPM) across the gene body of genes that are two-fold downregulated by exposure to pathogenic PA14. **(C)** Venn diagram of decreased genes that are dependent upon *pmk-1* or *atf-7* for complete (i.e. greater than two-fold, adjusted p-value < 0.05) downregulation by PA14.
(TIF) Click here for additional data file.

S2 Fig Differential PA14-induced gene expression in *pmk-1* and *atf-7* mutant animals. 2x2 comparison of genes differentially expressed by exposure to PA14 in N2 animals (x- axis) or upon loss of *pmk-1* (A) or *atf-7* (B) (y-axis). Transcripts highlighted in purple correspond to genes that were significantly different compared to OP50 in both genotypes (adjusted p-value of <0.05). Blue dots indicate genes that are significantly different in the N2 PA14/OP50 comparison only. Red dots represent genes that reach significance in only the mutant condition. Grey dots indicate genes with detected transcripts in at least one condition being compared, but that failed to reach significance cutoffs in either data set.
(TIF) Click here for additional data file.

S3 Fig Evaluation of ATF-7::GFP peaks. **(A)** Metagene analysis of ATF-7::GFP binding in all four ChIP conditions across all genes, genes that are two-fold upregulated, or two-fold downregulated by RNA-seq upon exposure to PA14 in a wild-type (N2) background. Shading represents standard error among replicates. **(B)** Motif analysis of ATF-7::GFP ChIP peaks. The top 400 peaks were considered for motif analysis. **(C)** Ranked ATF-7::GFP peaks called in animals in all four ChIP conditions. Double red arrow indicates the peaks that were retained for further analysis.
(TIF) Click here for additional data file.

S4 Fig *P*. *aeruginosa*-response genes are enriched for ATF-7::GFP peaks. (**A,B**) Overlap of genes whose promoters are bound by ATF-7::GFP (blue, *E*. *coli* exposure (**A**), or *P*. *aeruginosa* exposure (**B**)) and genes whose expression is induced (green) or repressed (red) by *P*. *aeruginosa* exposure in an ATF-7-dependent manner. Percentages reflect the portion of ATF-7 dependent genes that are also bound by ATF-7. Bonferroni-adjusted hypergeometric p-value < 1E-4 for all overlaps. (**C,D**) Gene Set Enrichment Analysis (GSEA) of transcripts detected by RNA-seq (ranked from most upregulated to most downregulated upon PA14 exposure in N2 animals) for association with ATF-7::GFP peaks in WT (C) or *pmk-1(km25)* mutant (D) animals exposed to OP50.
(TIF) Click here for additional data file.

S5 Fig ATF-7 target genes that affect susceptibility to *P*. *aeruginosa* PA14. Representative survival curves of animals treated with RNAi against indicated genes that resulted in a significant (p-value < 0.05 by log-rank test) reduction in survival on PA14 compared to EV controls in 2/2 experiments. Animals were treated with RNAi for two generations prior to exposure to PA14. EV refers to HT115 carrying the Empty Vector control plasmid, L4440.
(TIF) Click here for additional data file.

S6 Fig Overlap of genes bound by ATF-7::GFP (blue) in wild-type animals exposed to OP50 (A) or PA14 (B) with ZIP-2 (p-value < 0.001 for OP50 and PA14), SKN-1 (p-value < 0.001 for OP50 and PA14), and HLH-30 (n.s. for both) target genes (grey). Percentages reflect the portion of ATF-7 dependent genes that are also bound by the transcription factor of interest. Target gene sets were identified using WormExp [18,38–41]. Statistical significance was assessed by hypergeometric test followed by Bonferroni correction, n.s- not significant.
(TIF) Click here for additional data file.

S1 Table RNA-seq summary. See separate electronic (.xlsx) file.
(XLSX) Click here for additional data file.

S2 Table ATF-7::GFP peaks from ChIP-seq. See separate electronic (.xlsx) file.
(XLSX) Click here for additional data file.

S3 Table Genes tested for Esp phenotype by RNAi knockdown. Protein domains classified using the David 6.8 Functional Annotation Tool. “Yes,” indicates a significant (p-value < 0.05 by log-rank test) reduction in survival on PA14 compared to Empty Vector control in 2/2 experiments.
(TIF) Click here for additional data file.

S4 Table RNAi clones used in this study. (XLSX) Click here for additional data file.

How the deposited data were processed for this re-analysis (not part of the article)

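RNA-seq data of *C*. *elegans* N2, *pmk-1(km25)* and *atf-7(qd22qd130)* animals on *E*. *coli* OP50 or *P*. *aeruginosa* PA14 were analyzed from the table of counts that the authors deposited. The 17 libraries were assigned to genotype, bacteria and replicate by their labels, with 3 libraries for each of the 6 conditions except the *atf-7* mutant on PA14, where 1 library failed the authors' quality control and 2 remained.

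The authors aligned paired-end reads with STAR 2.5.3a to the WormBase ParaSite release 9 genome and estimated counts with RSEM 1.3.0 as posterior means. The table holds expected counts for 46760 genes, not normalized for depth or length, with a length and an effective length per gene. The expected counts include fractions. The authors summed isoforms by transcription start site before they called genes with DESeq2, and counts of isoforms are not in the table, so that step was not repeated. Summed counts per library ranged from 25079976 to 37812378 with a median of 30402337, and between 18075 and 18905 genes had counts.

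Gene symbols, types and positions came from the Ensembl annotation of WBcel235, which held 46564 of the 46760 genes. The genes it lacks took 0.13% of all counts.

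Expected counts were rounded and tested in R 4.3.3 with edgeR 4.0.16. Genes were kept by filterByExpr over the 6 conditions with a minimum count of 10, which left 16307 genes for every comparison. Libraries were normalized by TMM, dispersions were estimated with the robust option, and PA14 was compared with OP50 in each genotype by the two-sided quasi-likelihood test with a prior count of 0.125 and Benjamini-Hochberg adjustment. A gene was called when its adjusted p was under 0.05 and its log2 fold change at least 1 in size. The differences between the responses of a mutant and of N2 were tested as the interaction of genotype and bacteria in the libraries of both genotypes, with the same adjusted p and no fold cutoff. Mutants were also compared with N2 on OP50 and on PA14.

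A gene called in N2 was counted as missing the cutoff in a mutant when it was not called there in the same direction, which is the definition of the paper. Exact Clopper-Pearson intervals at 95% and the limit of 3 counts over a group for genes at 0 cover counting error only. To estimate how many genes miss the cutoff with an unchanged response, counts on PA14 were drawn 20 times for each mutant from its own OP50 means, library sizes and dispersions with the fold changes of N2. Levels on OP50 were compared with a pseudocount of 1 CPM and 100000 permutations of the gene classes. Gene families were taken from symbols, and 28 Fisher's exact tests over 14 families were adjusted together. TPM values were computed per gene from expected counts and effective lengths.

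Genes named singly follow a rule that was written after the paper's figures and tables had been seen and without the counts. They are the mutated genes, the genes the paper names and the neighbors in the expression panels of Fig. 3, the genes of S4 Table, genes labelled in Fig. 1B whose direction differs, the 5 largest rises and 5 largest falls in N2 with separated libraries and at least 10 CPM, the 5 induced genes with the smallest adjusted p for each interaction, the 3 largest rises and falls of each mutant on OP50 with at least 10 CPM, and the 5 genes with the largest rise in both mutants and not in N2 with at least 1 CPM. Lysozyme genes, genes of the Fig. 1B tally that fell short of a call, and genes with counts in a single strain were named after their values were seen.

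The alternatives were DESeq2 1.42.0 without and with a prior on fold changes, RLE size factors, library size without a composition factor, other filters on low counts, a single model of all 17 libraries, the replicate number as a block, counts thinned to the smallest library, edgeR's glmTreat against 1.5-fold, protein-coding genes alone, no fold cutoff, and each replicate left out. Sample quality weights in limma 3.58.1 and simulations with shrunken fold changes or redrawn OP50 libraries were added after the data had been seen. The pipeline was tested on simulated data, in which 200 of 16118 genes were changed between N2 groups and 89.0% of them were recovered, and the recovery was between 83.0% and 92.0% in the other comparisons. Of the genes called there, between 3.26% (N2 on PA14) and 8.12% (*atf-7* on PA14) had not been changed, and the share was above the 5% aimed at for *atf-7* on PA14, for the *pmk-1* interaction (6.15%) and for *pmk-1* and *atf-7* on OP50 (5.76% and 5.70%).

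The ChIP-seq experiments were left out because the table holds no values for them. Gene ontology terms and protein domains were not tested because no annotation of them was at hand, and GC content was not examined because the genome sequence was not at hand.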

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

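The tests of the genes that are lower in the mutants on OP50 against their level on PA14, the count of genes rising in both mutants without replicate 3 of N2, the test of strain differences at single genes, the interaction test of the genes that miss the cutoff in the *pmk-1* mutant, and the count of N2 genes without replicate 3 were chosen only after the results were seen.

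The response to PA14 differed between the *pmk-1* mutant and N2 in a test of the difference itself, with 1801 genes responding more positively in the mutant and 710 more negatively (4609 genes at an unadjusted p under 0.05). The number of genes with a higher response lay between 1477 and 2275 in the alternatives. Those with a lower response were 419 without replicate 1 of N2 on OP50, 1126 without replicate 3 of N2 on PA14, and 473, 443 and 468 without replicate 2 on OP50, replicate 2 on PA14 and replicate 3 on PA14 of the mutant. In 100 drawn splits of the libraries, 1 gave as many genes, the real split, which excludes a chance assignment of libraries. Of the induced genes that miss the cutoff in this mutant, 78 respond less than in N2 by the interaction, and of the reduced genes 142 do, so an unchanged response that misses the cutoff by chance is not enough for these genes. The larger number of genes called higher on PA14 in the *pmk-1* mutant than in N2 is not accounted for by the spread of replicate 3 of N2 alone, since N2 has 577 higher genes without that library and the mutant has 691 to 895 with single libraries left out. For the lower genes that spread cannot be told apart from a difference between the genotypes, since N2 has 443 without that library, within the 424 to 542 of the mutant with single libraries left out. Genotype and culture of the animals differ together between the groups, and that explanation was not tested.

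Between the *atf-7* mutant, with 2 libraries on PA14, and N2 the same test gave 49 genes responding more positively in the mutant and 18 more negatively (1047 genes at an unadjusted p under 0.05). DESeq2 gave 151 and 63. Leaving out single libraries changes these counts. The higher and lower responses were 36 and 11 without replicate 1 of N2 on OP50, 35 and 11 without replicate 1 of N2 on PA14, 19 and 8 without replicate 2 of N2 on OP50, 32 and 11 without replicate 2 of N2 on PA14, 22 and 10 without replicate 3 of N2 on OP50, and 129 and 55 without replicate 3 of N2 on PA14. For the mutant they were 32 and 12, 24 and 11, and 22 and 10 without replicate 1, 2 or 3 on OP50, and 169 and 101 or 31 and 10 without replicate 1 or 2 on PA14. In 7 of 100 drawn splits, the real one included, as many genes differed, so chance is not excluded for this count. The splits drew libraries on OP50 and on PA14 separately. Unequal mixes of the genotypes can thus pass differences between strains into the interaction, so the splits cannot decide how often chance gives such a count. For single genes that miss the cutoff in this mutant, an unchanged response cannot be told apart from a smaller one. The interaction passes for 8 of 139 such induced genes and 5 of 179 such reduced genes. Simulated mutants with the response of N2 missed it for at most 23.8% of the induced genes, 29.4% of the reduced genes and 13.6% of the induced genes in both mutants, below the observed 34.4%, 54.2% and 29.2%. For the reduced genes as a set, these shares argue against an unchanged response as the whole cause. The simulated settings bound only what was simulated. For the induced genes the question stays open. Their observed median ratio of 0.873 lay within 0.864 to 0.894, the range for unchanged mutants with redrawn OP50 libraries and shrunken fold changes.

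A total of 201 genes were at least 2-fold higher on PA14 in both mutants and not in N2. In N2, 178 of them had a positive log2 fold change, with a median of 0.69 (0.68 with genes at 0 counts at their limit) against 1.95 in the *pmk-1* mutant and 1.76 in the *atf-7* mutant, and 53 were at least 2-fold higher without passing the test. The interaction passed for 98 of them in the *pmk-1* mutant, 18 in the *atf-7* mutant and 18 in both. Among those with a mean of at least 1 CPM, the largest rises by the mean of both mutants were those of Y51B9A.8 (log2 fold change 8.62 in *pmk-1*, 6.20 in *atf-7* and 2.34 in N2), *clec-59*, which was at 0 counts in N2 on PA14 and was there at least 221-fold higher in the *pmk-1* mutant and at least 20.6-fold higher in the *atf-7* mutant (against 3 counts over the group), M01G12.7 (6.01, 6.05 and 1.94), F14F9.3 (6.08, 4.34 and 1.33) and F22E5.6 (5.12, 3.18 and -0.66). Of these named genes, only F14F9.3 passed the interaction in both mutants. Y51B9A.8, M01G12.7 and F22E5.6 passed it in the *pmk-1* mutant and not in the *atf-7* mutant, and *clec-59* passed it in neither. Without replicate 3 of N2 on PA14, 159 of the 201 genes were still called in both mutants and not in N2, 42 were called in N2, and 42 passed both interactions. A cutoff that N2 misses because its libraries spread more cannot be told apart from a response found only in the mutants for these genes, since a part of them passes in N2 once that library is left out and another part differs by the interaction.

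On OP50, 299 genes were at least 2-fold lower and 54 higher in the *pmk-1* mutant than in N2, and 98 lower and 100 higher in the *atf-7* mutant. Among genes with a mean of at least 10 CPM in the libraries compared, the largest rises in the *pmk-1* mutant were those of *clec-61* (log2 fold change 4.13, adjusted p = 3.2e-06, edgeR quasi-likelihood test), *clec-60* (3.80) and Y37H2A.14 (2.46). Below that level, F56A4.3 rose further (1707 counts against 3 in N2). The largest falls were those of *lov-1* (28647 counts over the N2 libraries against 3), *clec-67* (1945 counts against 1) and C17H12.8 (-8.64). The largest rises in the *atf-7* mutant were those of F56A4.3 (5243 counts against 3 in N2) and 2 loci with the symbol Y19D10A.4, WBGene00021219 (3.02) and WBGene00015271 (2.69). Its largest falls were those of *lov-1* (3 counts), Y69H2.7 (-7.92) and *irg-4* (-5.07). These genes kept their direction and significance in every alternative run. Leaving out libraries gave 25 higher genes in the *pmk-1* mutant without replicate 2 of N2. In the *atf-7* mutant it gave 256, 56 and 53 higher genes without replicate 1 or 2 of N2 or replicate 3 of the mutant, and 65 and 64 lower genes without replicate 2 of N2 or replicate 3 of the mutant. The genes induced by PA14 in N2 were over-represented among the lower genes, with 75 in the *pmk-1* mutant (odds ratio 15.9, adjusted p = 4.2e-54) and 25 in the *atf-7* mutant (odds ratio 14.3, adjusted p = 8.8e-19, two-sided Fisher's exact tests across genes). Induced genes were among the higher ones as well, 5 in the *pmk-1* and 13 in the *atf-7* mutant. Of the 330 genes reduced in N2, 50 were lower and 4 higher in the *pmk-1* mutant, and 8 lower and 5 higher in the *atf-7* mutant. No test was run for these other counts. A total of 43 genes were lower in both mutants where 1.80 would be under independence. The N2 libraries are shared by both comparisons, so independence is not the value to expect by chance. In 20 simulated draws with shared N2 libraries, unchanged genotypes gave 0 such genes and unrelated effects in the mutants at most 4. Over all genes, 50.8% of log2 fold changes had the same sign in both mutants, below the simulated means of 66.8% and 66.2%. Their correlation was 0.385, against simulated means of 0.511 and 0.282. Of the 43 genes, 90.7% were lower in both mutants on PA14, in other libraries, against 37.9% of all genes. For the induced genes, which were chosen by their level in N2 on PA14, the calls were repeated with each N2 library on PA14 held out and the level was read in that library. The genes lower on OP50 in the *pmk-1* mutant were also lower on PA14 for 88.0% to 94.5%, against 52.6% to 60.2% of the other induced genes. In the *atf-7* mutant these shares were 91.3% to 96.0% and 42.4% to 56.8%. Chance values shared through the N2 libraries on OP50 do not account for that. In 1 of 10 splits of the libraries as many genes were called in each comparison, the real split. Those are all possible splits, so that this count could not have excluded chance at 0.05 whatever its outcome. Lower levels without pathogen may reflect a role of the pathway before infection, and genotype and culture were not separated by the design.

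A total of 7 genes had at least 50 counts in every library of 1 strain and at most 9 in every library of another, on both bacteria. They were *lov-1* (chromosome II, 10109100 to 10121825), with at least 7764 counts in N2 and at most 9 in the *atf-7* and 3 in the *pmk-1* mutant, and *srw-85*, present in N2 and nearly absent in both mutants. F56A4.3 (chromosome V, 2453414 to 2456147) had at most 1 count in N2 and at least 351 in the *pmk-1* and 1625 in the *atf-7* mutant. The neighbors *ubc-19* and Y69H2.7 (chromosome V, 18686321 to 18696115) were nearly absent in the *atf-7* mutant alone, and by these limits *dod-22* and *clec-67* in the *pmk-1* mutant alone. In the *atf-7* mutant on OP50, *dod-22* was also lower than in N2, at 12 to 18 counts against 215 to 239 (log2 fold change -3.91, adjusted p = 3.7e-07, edgeR quasi-likelihood test), and *clec-67* at 23 to 43 against 546 to 774 (-4.21, adjusted p = 3.2e-07), as regulation through both mutated genes would have it. These genes were named after their values were seen. A difference between the strains at the gene itself, outside *pmk-1* and *atf-7*, is a candidate explanation for the 7 genes, and it cannot be told apart from regulation through the mutated genes because no DNA sequence of the strains was examined.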

How the results depend on the processing

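The sample quality weights in limma voom and the simulations with shrunken fold changes or redrawn OP50 libraries were chosen only after the results were seen. The other alternatives, the filter, the thresholds and the tests of the response to PA14, of its difference between genotypes, of genotypes on OP50, of families and of levels on OP50 were chosen before the data were examined.

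Of 2495 values for the PA14 response of named genes under an alternative, 2380 kept their side of the threshold. Of the rest, 74 lost significance and 41 gained it. None of the called values changed sign. Of 3360 values for differences between responses, 3209 kept their side of the threshold, 77 lost and 74 gained significance. Of 2111 values on OP50, 2007 kept their side of the threshold, 75 lost and 29 gained significance. In genes that were not called, 34, 91 and 48 of these values changed sign. Of 240 family tests, 223 kept their direction and their side of the threshold. The causes of the changes below were not tested.

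With DESeq2, the share of induced genes that miss the cutoff was 49.4% in *pmk-1*, 42.6% in *atf-7* and 36.2% in both, and the median ratio of fold changes was 0.648 and 0.794. The share with a smaller induction in *atf-7* by the interaction was 8.53%, with 151 higher and 63 lower responses. A share of 18.3% of induced genes were lower in *atf-7* on PA14, and 3 lysozyme genes were induced (adjusted p = 0.0129). The classes called by DESeq2 gave a difference of -3.26 in OP50 level. With a prior on the fold changes the shares were 48.5%, 42.9% and 35.7%, and the ratio for *atf-7* was 0.762. A single model of 17 libraries gave shares of 52.5%, 46.7% and 40.8%, and ratios of 0.644 and 0.788. It gave an interaction share for *pmk-1* of 18.3%, 93 higher responses in *atf-7*, 61 genes higher in *atf-7* on OP50, and 30.2% of induced genes lower in *pmk-1* on PA14.

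Library size without a composition factor gave 199 lower genes in N2, shares of induced genes missing in *pmk-1* of 49.4%, of reduced genes of 34.7% in *pmk-1*, 46.2% in *atf-7* and 26.1% in both, and a ratio of 0.629 for *pmk-1*. It moved the median log2 fold change of all genes from 0.03 to 0.22 in N2 and to 0.20 in *atf-7*, and the share of called genes that are higher in N2 from 55% to 74.1%. Without a fold cutoff, 667 and 1338 genes were called in N2, 2380 and 1711 in *pmk-1* and 1108 and 898 in *atf-7*. Then 71.3% of reduced genes missed in *pmk-1*, the ratio for *pmk-1* was 0.649, and 349 genes rose in both mutants and not in N2. In this setting 19 clec genes were reduced (adjusted p = 0.0525) and 3 lysozyme genes induced (adjusted p = 0.0261). With glmTreat 264 genes were higher in N2, and 61.8% of reduced genes missed in *atf-7* and 48.1% in both.

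With only the fold change asked of the mutant, 37.6%, 28.5% and 24.3% of induced genes missed in *pmk-1*, *atf-7* and both. With only the significance asked, 31.9%, 23.5% and 18.1% of induced and 45.5%, 29.4% and 19.7% of reduced genes missed. Without the filter on low counts, 77 genes had a higher response in *atf-7* and 1 lysozyme gene was reduced (adjusted p = 0.267). The replicate number as a block gave shares of reduced genes missing of 47.3% in *atf-7* and 35.2% in both, 20 higher and 9 lower responses in *atf-7*, and 27.7% and 24.7% of induced genes lower on PA14 in *pmk-1* and *atf-7*. Libraries of the same number were correlated by -0.004 to 0.333 after the condition means were removed. Their mean correlation with libraries of other numbers was -0.252 to 0.006. Pairing by number was not tested, and these values do not exclude it, so the main fits may leave out a pairing.

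A pseudocount of 0.1 CPM gave a difference of -3.46 in OP50 level, and held-out replicates 2 and 3 gave -3.34 and -3.41. Sample quality weights in limma voom gave shares of 50.4%, 47.4% and 38.1% of induced genes missing in *pmk-1*, *atf-7* and both and 65.1% of reduced genes in *atf-7*. They gave a ratio of 0.787 for *atf-7*, 1157 lower responses in *pmk-1*, and 106 higher and 33 lower in *atf-7*. With fold changes shrunken in the simulation, the share expected to miss with an unchanged response was 25.1% in *pmk-1* and 20.4% in *atf-7*, and with redrawn OP50 libraries as well 21.6% and 20.4%.

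With each replicate left out, the shares of induced genes missing ranged from 37.0% to 49.7% in *pmk-1*, 28.9% to 44.2% in *atf-7* and 24.8% to 36.6% in both. Those of reduced genes ranged from 44.8% to 58.5%, 40.3% to 61.4% and 25.8% to 47.2%. The interaction shares ranged from 18.8% to 28.6% in *pmk-1* and 1.98% to 7.97% in *atf-7*, the ratio for *atf-7* from 0.806 to 0.879, and the shares of induced genes lower on PA14 from 29.7% to 36.6% in *pmk-1* and 0.495% to 18.7% in *atf-7*. Lower responses in *pmk-1* ranged from 419 to 1126, and higher and lower responses in *atf-7* from 19 to 169 and 8 to 101. Genes lower on PA14 in *atf-7* ranged from 186 to 351. On OP50, higher genes ranged from 25 to 75 in *pmk-1* and 53 to 256 in *atf-7*, and lower genes in *atf-7* from 64 to 146. Genes higher in N2 on PA14 ranged from 270 to 577 and lower genes from 232 to 443. Induced lysozyme genes ranged from 2 to 3 and reduced ones from 1 to 3. Without replicate 3 of N2 on PA14, 5 cyp genes were reduced and over-represented (adjusted p = 0.0462, between that and 1 over the alternatives), where 1 had been.

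RLE size factors, filters per comparison or with at least 10 counts, thinned counts and protein-coding genes alone kept each main result they were run for within the spread or within 1.5-fold. Of 10 splits of the libraries, 1, the real one, gave as many genes on PA14 in N2 (734) and in the *pmk-1* mutant (1300). No more splits are possible, so that this count could not have excluded chance at 0.05 whatever its outcome. Levels of genes with few counts are limited by depth, as for *clec-67* in the *pmk-1* mutant.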

Differences from the paper's values

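No test was chosen for the comparisons with the paper's values after they were seen, apart from sample quality weights in limma voom.

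The paper's number of genes at least 2-fold higher on PA14 in N2 is 890, and 404 were called here. Of 19 alternatives set before the data were examined, a single model of all 17 libraries (600) and no fold cutoff (667) lay within 1.5-fold of the paper's value and the other 17 did not. The paper's number of lower genes is 803, and 330 were called here. None of the 19 alternatives lay within 1.5-fold of it, with 443 without replicate 3 of N2 on PA14 below it and 1338 without a fold cutoff above it.

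The paper's share of induced genes that depend on *pmk-1* is 70%, and 42.8% missed the cutoff here. Of 27 alternatives, DESeq2 (49.4%), DESeq2 with a prior on fold changes (48.5%), library size only (49.4%), a single model (52.5%) and the fit without replicate 3 of N2 on PA14 (49.7%) lay within 1.5-fold, and the other 22 did not. The paper's share for *atf-7* is 53%, and 34.4% missed it here. Of 26 alternatives 11 lay within 1.5-fold: DESeq2 (42.6%), its prior (42.9%), no filter on low counts (35.5%), a single model (46.7%), glmTreat (36.4%), without replicate 3 of N2 on PA14 (44.2%), and without replicates 1, 2 and 3 on OP50 (40.1%, 36.6% and 38.6%) and 1 and 2 on PA14 (35.6% and 37.4%) of the *atf-7* mutant. The other 15 did not. Sample quality weights in limma voom, chosen after the values were seen, gave 50.4% and 47.4%, both within 1.5-fold, with 591 higher genes in N2, and drop 0 of the labelled genes of Fig. 1B that were called here.

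The paper shows about 430 genes that depend on both in Fig. 1E, read by eye, and 118 missed the cutoff in both mutants here, with none of 19 alternatives within 1.5-fold. It shows about 200 for *pmk-1* alone in Fig. 1E, read by eye, against 55 here, with none of 19 alternatives within 1.5-fold. It shows about 51 for *atf-7* alone in Fig. 1E, read by eye, against 21 here. DESeq2 (36), its prior (34), a single model (35), no fold cutoff (45) and the fit without replicate 3 of N2 on PA14 (44) lay within 1.5-fold, and the other 14 did not. These counts come from lists of unlike length, 890 induced genes in the paper and 404 here. A shorter list by itself lowers such counts, and they were not compared as shares. As shares of the 404 genes, the classes here were 29.2% (both), 13.6% (*pmk-1* alone) and 5.20% (*atf-7* alone).

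The values of Fig. 3 are for the most abundant transcript of a gene and those here are per gene, which limits the comparison, and no alternatives were run for them. For *lys-1* the paper shows about 320 TPM in N2 on OP50 and about 1000 on PA14 in Fig. 3, read by eye, against 672 and 2072 here. For *lys-1* in the *pmk-1* mutant it shows about 140 and about 220 in Fig. 3, read by eye, against 293 and 454 here, and in the *atf-7* mutant about 250 and about 440 in Fig. 3, read by eye, against 503 and 902. For *lys-3* in the *pmk-1* mutant on OP50 it shows about 1 in Fig. 3, read by eye, against 1.52. For Y54G2A.16 it shows about 1 in Fig. 3, read by eye, in N2 on OP50 and PA14 and in the *pmk-1* mutant on OP50 and PA14, against 1.92, 2.15, 1.75 and 2.66.

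Among the 25 genes labelled as increased in Fig. 1B, 24 were higher here and called, and *nipa-1* was not (log2 fold change -0.05, adjusted p = 0.76), nor in any alternative. All 25 genes labelled as decreased were lower here, and 19 were called. With glmTreat 20 of them were called. Of the 6 not called here, *act-2* (-0.88), *rps-0* (-0.93), *icd-2* (-0.89) and *farl-11* (-0.68) passed the test and not the fold, and no fold cutoff calls them. Neither *lit-1* (-0.33, adjusted p = 0.58) nor *tps-2* (-0.22, adjusted p = 0.29) passed the test.

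The paper drew the genes for its RNAi tests from those that PA14 raises in dependence on ATF-7 and that ATF-7 binds, and describes S4 Table only as the list of RNAi clones used. Of the 10 genes of that list called in N2 here, 6 missed the cutoff in the *atf-7* mutant, and C32H11.4, *endu-2*, F55G11.2 and *lys-2* met it in that mutant in each alternative run. All 13 genes had a lower log2 fold change in the *atf-7* mutant than in N2, which the choice of genes by the same RNA-seq experiment favors. Of the 3 not called in N2, *asp-12* and *gly-18* were called with DESeq2 and without replicate 3 of N2 on PA14, and F28B4.3 with DESeq2, with RLE size factors, without replicate 1 of N2 on OP50 (1.06) and without replicate 2 or 3 of N2 on PA14.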

Other observations

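The tests of replicate 3 of N2 on PA14 were chosen only after that library was seen to lie apart.

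Replicate 3 of N2 on PA14 lay farther from the other replicates of its condition than the other libraries did, with a standard deviation of 0.622 for its log2 difference from them, against 0.240 to 0.430 elsewhere. A library of another genotype under this label is argued against by *clec-67*, at 233 CPM in it and at most 1.61 in the mutants on PA14, and by *lys-2*, at 1450 against at most 216. Depth and ribosomal RNA are argued against by a total of 31359625 counts, within 25079976 to 34737499 in the other N2 libraries, and by 1.45% of ribosomal RNA, within 0.473% to 2.73%. Animals not exposed to PA14 mixed into the sample were tested on genes called in the mutants alone. The 411 genes that rise on PA14 in both mutants lay lower in replicate 3 than in replicates 1 and 2 by a median log2 difference of -0.22 (95% bootstrap interval over genes -0.27 to -0.14), with 67.2% of them lower. A share of 26.3% unexposed animals would give that median, and 17.9% the upper end of its interval. Such shares would raise the 138 genes that fall in both mutants by a median of 0.68 and 0.49, but these differed by -0.067 (-0.17 to 0.075), which argues against a mixture as the whole cause. A different developmental stage of the animals is a candidate explanation. All 6 vitellogenin genes were higher in replicate 3, with a median log2 difference of 2.77, all 14 oocyte and eggshell genes by 1.11 and 36 of 37 sperm genes by 0.77, past the central 95% of 10000 random lists of like expression (-0.30 to 0.29, -0.19 to 0.18 and -0.12 to 0.11). Of these lists, 1 vitellogenin and 1 sperm gene were among the genes called in N2. No biological explanation beyond stage was tested.

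The low level on OP50 of genes induced by PA14, and the high level of reduced genes, was not made by choosing the classes on the same libraries, since the difference was -3.20 at its closest to 0 in a library that was held out of the calls.

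The paper names several transcription factors and other genes at ATF-7-bound loci, and their expression was read from the same counts. In N2, *lgg-1* had a log2 fold change of 0.67 on PA14 (adjusted p = 0.017, edgeR quasi-likelihood test) and *xbp-1* one of -0.78 (adjusted p = 0.012). Both lost significance in single leave-outs of N2 on OP50, *xbp-1* without replicate 1 (adjusted p = 0.064) and *lgg-1* without replicate 1 or 2 (adjusted p up to 0.087). The rise of *xbp-1* in the *pmk-1* mutant was 0.47 (adjusted p = 0.013), which did not pass without replicate 2 or 3 of that mutant on PA14 (adjusted p up to 0.062), and its difference from N2 was 1.23 (adjusted p = 6.4e-04). In N2, *skn-1* had -0.01 (adjusted p = 0.96), *hlh-30* 0.12 (adjusted p = 0.57) and *zip-2* 0.19 (adjusted p = 0.22). In the *pmk-1* mutant, *zip-2* rose by 1.26 (adjusted p = 2.2e-05), a difference from N2 of 1.06 (adjusted p = 2.3e-04), and was lower than in N2 on OP50 by a log2 fold change of -1.16 (adjusted p = 9.1e-05).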
